# Responses of retinal and brain microvasculature to streptozotocin induced diabetes revealed by global expression profiling

**DOI:** 10.1177/14791641221147533

**Published:** 2023-01-06

**Authors:** Youhai Li, Alen Faiz, Han Moshage, Lothar Schilling, Jan AAM Kamps

**Keywords:** Retina, brain, diabetes, microvasculature, gene expression profiling

## Abstract

This study aims to determine the effects of diabetes in the retinal and brain microvasculature through gene expression profiling. Twelve male Wistar rats were randomly divided into two groups: streptozotocin-induced diabetic rats and time-matched nondiabetic rats. The retinal microvessels (RMVs) and brain microvessels (BMVs) were mechanically isolated from individual rats. Differentially expressed genes (DEGs) in diabetic and nondiabetic microvessels were identified by cDNA microarrays analysis. In RMVs, we identified 43 DEGs, of which 20 were upregulated while 23 were downregulated by diabetes. In BMVs, 35 genes DEGs were identified, of which 22 were upregulated and 13 were downregulated by diabetes. Altered expression of the Nars, Gars, Mars, Iars, Yars, Bcl2, Nqo1, NR4A3, Gpd1, Stc1, Tsc22d3, Tnfrsf21 mRNA as observed in the microarray analyses, was confirmed by quantitative RT-PCR. The aminoacyl-tRNA synthetases (aaRSs) pathway in RMVs was significantly overrepresented as compared to BMVs. Our study demonstrates for the first time that in the brain microvasculature multiple compensatory mechanisms exists, serving to protect brain tissue from diabetic insults, whereas these mechanisms are not activated in the retinal microvasculature. This provides new insights as to why brain microvasculature is less susceptible to diabetes.

## Introduction

Diabetes is a progressive metabolic disease characterized by hyperglycemia due to absolute or relative (resistance) insulin deficiency, and the development of chronic vascular damage in retina, kidney and peripheral nerves.^1^ Over the past decades, multiple molecular mechanisms have been proposed to explain the pathogenesis of diabetic vascular injury, e.g., overproduction of reactive oxygen species (ROS) in mitochondria and NF-κB pathway activation in endothelial cells.^2,3^ Despite extensive research, until now there are no effective therapies for preventing diabetic vascular complications.^1^

Heretofore, most studies have focused on the highly susceptible organs in diabetes, such as retinae, kidney and peripheral nerves, to identify key molecular mechanisms of diabetic microvascular complications. Researchers claimed that the molecular imbalance between toxic and endogenous protective factors may be responsible for the pathogenesis of diabetic microvascular complications.^4^ A wealth of studies reported that brain microvasculature was less susceptible to diabetes compared to retinal microvasculature.^5–7^ However, the underlying molecular mechanisms involved in this difference is poorly understood.

Many research efforts to elucidate the molecular mechanisms of diabetic retinopathy (DR) by assessing the genomic and/or proteomic profiles of the entire retina tissue.^8–10^ However, these findings might be inaccurate for explaining the molecular mechanisms of diabetic vascular impairments because of the presence of an excess nonvascular tissue in whole organ analysis. Recently, we have established a new mechanical isolation method for both retinal and brain microvessels (RMVs and BMVs, respectively) from normal and diabetic rats, allowing us to extract highly purified microvessels.^11^ In this study, we characterized the transcriptional changes of RMVs and BMVs by direct comparison of isolated microvessels from diabetic and time-matched control rats. We hypothesized that diabetes induces substantially different gene expression patterns in these two types of microvessels even though they are of the same embryological origin. We further investigated the balance of possible adverse and beneficial factors and pathways in RMVs and BMVs. Thereafter, these expression profiles identified by microarray analysis were validated by quantitative RT-PCR while NR4A3 mRNA expression alteration in response to hyperglycemia was tested in *vitro*.

## Material and methods

### Animals

The animal study was approved by the Federal Animal Ethics Committee (Karlsruhe, Germany). All experimental procedures complied with the ethical regulations of the Directive 2010/63/EU. Type 1 diabetes mellitus was induced in male Wistar rats (9 weeks old; obtained from Janvier, Isle St- Genest, France) by a tail vein injection of Streptozotocin (35 mg/kg body weight, Sigma-Aldrich, Germany; prepared in 10 mM citrate buffer, pH 4.5) and confirmed by casual blood glucose ≥300 mg/dl. Age-matched control animals received vehicle injection. All animals were housed in cages with a 12-h light/dark cycle and given tap water and chow ad libitum. Three months after diabetes induction, the rats were deeply anesthetized with CO2 inhalation and then sacrificed. Eyes and brain hemispheres that removed meninges and associated vessels, were snapped frozen in liquid nitrogen and stored at −80°C until use.

### Isolation of brain and retinal microvessels

The rat RMVs and BMVs were isolated as described previously.^11^ Briefly, brain and retinal crysections were individually homogenized using a motor-driven homogenizer (Homgen plus, Schuett Biotec, Goettingen, Germany). The brain homogenate was centrifuged at 438g for 10min, followed by centrifugation at 4400g for 15min, after which the pellet was resuspended into 7 mL PBS/1% dextran (Dextran 70,000, Roth). Thereafter, the brain and retinal suspension were individually transferred onto a density gradient column and centrifuged for 15 min (1300 g). Finally, the microvessels were captured after filtration over a 60 µm nylon mesh. All the procedures were performed at 0°C.

### Human umbilical vein endothelial cells

Human umbilical vein endothelial cells (HUVECs) were purchased from Lonza (Lonza, Breda, The Netherlands) and maintained in EGM-2 media consisting of endothelial basal medium-2 supplemented with growth factors and antibiotics (EGM-2 SingleQuots kit, Lonza, The Netherlands). The effect of hyperglycemia on HUVECs was investigated by incubating cells in EGM-2 media with 30 mM D-glucose. The normal EGM-2 media used as a control contained 5.5 mM D-glucose. In all experiments, cells from passage 4 or 5 were used and cultured at 37°C in a 5% CO2/95% humidified atmosphere.

### RNA isolation and assessment

Total RNA was isolated from individual RMVs or BMVs using a RNeasy® Plus Micro kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The RNA concentration and integrity were assessed by Agilent 6000 Pico kit (RMVs and BMVs) on an Agilent 2100 bioanalyzer (Agilent Technologies, USA). Only samples with an integrity number (RIN) > 7.0 were used for microarray processing. For HUVECs, total RNA was isolated using a RNeasy® Plus Mini kit (Qiagen, Venlo, The Netherlands) according to the manufacturer’s instructions. The concentration and integrity of the RNA was determined using an ND-100 UV-Vis Spectrophotometer (Nanodrop Technologies, Rockland, DE, USA) and by agarose (1%) gel electrophoresis.

### Microarray processing and data analysis

Transcriptome profiles of the BMVs and RMVs were determined using the GeneChip® WT Pico Reagent Kit and the whole-transcriptome Rat Gene 2.0 ST array (Affymetrix, Inc., Santa Clara, CA, USA) as described previously.^12^ The raw CEL files were normalized using the Affymetrix® Expression Console Software (version 4.0, Affymetrix). The pairwise comparisons of nondiabetic and diabetic microvessels were performed with R software using LIMMA package (version 3.02; R Development Core Team, 2013). The obtained false discovery rate (FDR) adjusted *p* value and fold change (FC) were used as a cut-off to identify the differentially expressed genes (DEGs). Genes with a FDR adjusted *p* < 0.05 and FC >1.2 were considered statistically significant. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of DEGs were assessed using DAVID (https://david.ncifcrf.gov/summary.jsp). The complete microarray dataset is available at Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE113686

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was used for the confirmation of microarray data and for quantifying the expression level of Nr4a3 in HUVECs. Briefly, first-strand cDNA was generated from RNA samples by a 20 μL mixture containing SuperScript™ III RT (Invitrogen, Bleiswijk, the Netherlands), RNase Out inhibitor (40 units; Invitrogen) and 250 ng random hexamers (Promega, Leiden, the Netherlands). 10 ng of cDNA was used for each PCR reaction. Assays were performed on a ViiA 7 real-time PCR System (Applied Biosystems, Nieuwerkerk aan den IJssel, The Netherlands) using the absolute QPCR Rox Mix (Thermo Fischer Scientific). Samples were normalized with ΔCt method using GAPDH as a reference. Fold change in gene expression versus control was analyzed by the 2^−ΔΔCt^ method.^13^ Rat GAPDH (assay ID Rn01775763_g1), Nars (assay ID Rn01491242_m1), Mars (assay ID Rn01504657_m1), Yars (assay ID Rn01749701_m1), Gars (assay ID Rn01410234_m1), Iars (assay ID Rn01450644_m1), Bcl2 (assay ID Rn99999125_m1), Nqo1 (assay ID Rn00566528_m1), Nqo1 (assay ID Rn00566528_m1), NR4A3 (assay ID Rn01534012_m1), Gpd1 (assay ID Rn00573596_m1), Stc1 (assay ID Rn00579636_m1) and Tsc22d3 (assay ID Rn00580222_m1) were purchased as Assay-on-Demand from Applied Biosystems (Nieuwekerk a/d IJssel, the Netherlands).

### Statistics

Statistical analyses and graph plotting were carried out using GraphPad Prism 6.0 (GraphPad Prism Software Inc., CA, USA). Statistical differences were evaluated by Student’s *t*-test or ANOVA with post hoc comparison using Bonferroni correction. Data are given as mean ± SEM, unless stated otherwise. Differences were considered significant at *p* < 0.05.

## Results

The body weights and plasma glucose concentrations of the rats are displayed in Figure 1(a). The streptozotocin-induced diabetic rats show a significantly higher blood glucose level and significantly lower body weight compared to age-matched nondiabetic rats.

**Figure 1.**
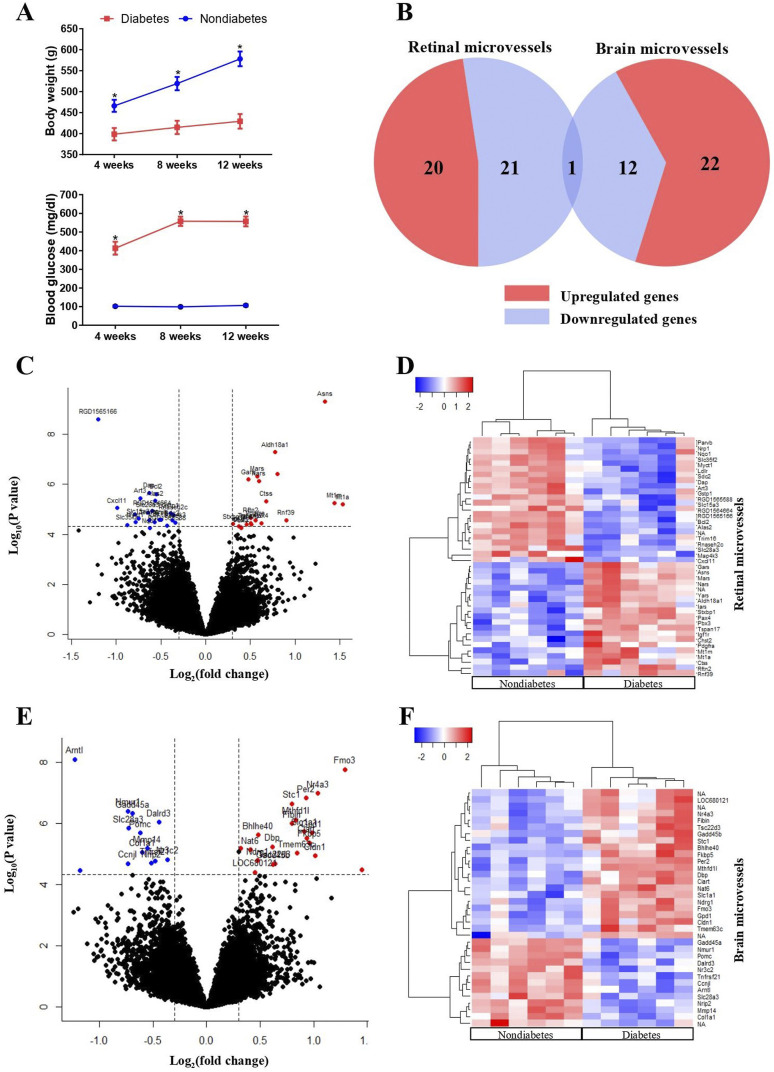
Responses of retinal and brain microvasculature to diabetes. (a) Average body weights and plasma glucose concentrations for diabetic (red line) and nondiabetic rats (blue line). Results are means ± SEM, *n* = 6. *Significantly different from non-diabetic animals. (b) Venn diagram for the significantly changed genes by diabetes in the retinal microvessels (RMV) and brain microvessels (BMVs). Volcano plots of all genes identified from RMVs (c) and BMVs (e). Significant differentially expressed genes (DEGs) are located between the vertical and horizontal dotted lines and are highlighted in red or blue. Heatmaps of the DEGs either from the RMVs (d) or the BMVs (f) are displayed.

To investigate the diabetic effects on the gene expression profiles of retinal microvasculature and brain microvasculature, pairwise comparisons were performed: 1) Diabetic RMVs versus nondiabetic RMVs; and 2) Diabetic BMVs versus nondiabetic BMVs. Each group contained 6 non-pooled samples isolated from 6 individual rats. 

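RNA of isolated retinal microvessels (RMVs) and brain microvessels (BMVs) was hybridized to whole-transcriptome rat arrays, 1 array per rat and tissue. The diabetic rats had received 35 mg/kg of streptozotocin, which destroys the insulin-producing beta cells, 3 months before sacrifice. This gives 6 arrays each of nondiabetic RMVs, diabetic RMVs, nondiabetic BMVs and diabetic BMVs, 24 arrays in all. The deposited values are on a log2 scale, inferred from their range of 2.21 to 14.41, and were normalized by the authors with Affymetrix Expression Console 4.0. An array gives no read depth; its 36685 rows of probe signals are limited in precision by the number of arrays. The array medians lay between 6.47 and 6.89, and the mean correlation of an array with the others of its group between 0.983 and 0.987. The isolates of both tissues carried RNA of other cells. In nondiabetic rats, 11 of 11 measured rod photoreceptor markers were higher in RMVs than in BMVs (median log2 difference 7.54), while 11 of 11 endothelial markers (-0.94) and 6 of 6 fibroblast markers (-2.73) were lower. Each comparison was fitted with limma on the log2 values of its own 12 arrays, with Benjamini-Hochberg adjustment over all 36685 rows, and a gene was called at an adjusted p under 0.05 and a fold change over 1.2, the thresholds of the paper. A gene with several rows was represented by the row the paper lists, otherwise by its brightest row, which gave 18171 genes. The difference between the effects of diabetes in the 2 tissues was tested with all 24 arrays. The labels number the arrays of each group from 1 to 6 but do not say which RMVs and BMVs came from the same rat, so rat was not a term of the fit. Gene lists written from general knowledge were tested with camera from limma at a preset inter-gene correlation of 0.01 and adjusted over 36 lists. Several lists hold genes of Tables 1 and 2, which the study picked on these arrays.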

Microarray analysis was used as a discovery step, and the significantly differentially expressed genes (DEGs) were identified by a FDR adjusted *p* < 0.05 and FC >1.2 compared to nondiabetic samples.

### Differentially expressed genes in retinal and brain microvasculature

In RMVs, 43 genes were significantly changed by the streptozotocin-induced diabetes (Figure 1(b)), of which 20 were upregulated and 23 were downregulated (Figure 1(c)). 

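In RMVs, Asns, which makes asparagine, was 2.27-fold higher in diabetic rats (log2 values 10.59 ± 0.31 against 9.40 ± 0.36, SD, n = 6 each, exact permutation p = 0.00216, the smallest that 6 against 6 allow). Mt1a and Mt1m, metallothioneins that bind zinc and copper, were 2.63-fold and 2.34-fold higher at the rows the paper lists, and RGD1565166 was 2.07-fold lower. A second, brighter row of Mt1a had a log2 fold change of 0.51 against 1.40, and the row listed as Mt1m is annotated here as Mt2A. None of these genes passed limma's adjustment: 0 of 36685 rows were called, with the smallest adjusted p at 0.137 (RGD1565166), against 2525 rows at an unadjusted p under 0.05 (1221 higher and 1304 lower, 1834.25 expected by chance). In data with simulated changes, the same fit called 72% of genes changed 1.5-fold and 96% of genes changed 2-fold. There many genes were changed at once, which makes the adjustment less strict than where few genes change. These shares therefore do not hold for the real arrays, where genes changed over 2-fold were not called, and single genes could be missed.
Of the gene lists, 7 rose and 9 fell in diabetic RMVs by camera, and none of the 36 lists passed with an estimated correlation. With that setting even the rod markers did not pass between nondiabetic RMVs and BMVs (median log2 difference 7.54, adjusted p = 0.122). Not passing it therefore does not show that a list is unchanged. The 32 genes of the amino acid response, which cells switch on when amino acids run short, rose by a median log2 value of 0.19 (30 of 32 above 0, adjusted p = 4.39e-12, and adjusted p = 0.0939 with an estimated correlation). Adjusted over the list alone 6 were higher and 0 lower, among them Pycr1 (log2 fold change 0.59 ± 0.15, SE) and Aldh18a1 (0.60 ± 0.17), which make proline, and Cth (0.41 ± 0.10), which makes cysteine. The interferon-stimulated genes fell (median -0.26, 24 of 26 below 0, adjusted p = 9.15e-11, and adjusted p = 0.239 with an estimated correlation), with Gbp5 at -0.47 ± 0.11 and Cxcl10 at -0.41 ± 0.11. Genes of angiogenesis and VEGF signalling also fell (median -0.11, 17 of 20 below 0, adjusted p = 0.000136, and adjusted p = 0.329 with an estimated correlation), with 3 lower when adjusted over the list alone; Nrp1, a VEGF co-receptor, was at -0.46 ± 0.13 and Myct1 at -0.73 ± 0.19. Table 1 holds 3 of the 20 angiogenesis genes, Nrp1 and Myct1 among them, 2 of the 4 metallothioneins and 2 of the 32 amino acid response genes, Aldh18a1 among them. These members were picked on the same arrays. Genes of cholesterol synthesis and uptake fell by a median of 0.10 (15 of 18 below 0, adjusted p = 0.000154, and adjusted p = 0.222 with an estimated correlation). The 4 metallothioneins rose as a list (median 0.66, 3 of 4 above 0, 2 higher when adjusted over the list alone, adjusted p = 0.00624, and adjusted p = 0.222 with an estimated correlation), as did 27 glucocorticoid-induced genes, which include 2 of them (median 0.11, adjusted p = 0.00188, and adjusted p = 0.329 with an estimated correlation). Mt1a entered both lists with the row the paper lists, not with its brighter row of smaller change. Endothelial markers, which share Flt1, Tek and Tie1 with the angiogenesis list, did not pass (median -0.12, 9 of 11 below 0, adjusted p = 0.0592). Markers of other cells moved as well: microglia (median 0.16, adjusted p = 0.000156) and neurons (0.14, adjusted p = 0.000717) rose, and red blood cells (-0.22, adjusted p = 6.44e-05) and smooth muscle cells (-0.22, adjusted p = 0.0309) fell, with adjusted p = 0.222, 0.329, 0.0939 and 0.474 with an estimated correlation. The smooth muscle call was lost in 5 of the 12 fits that left out 1 array (medians from -0.27 to -0.13), and that of the glucocorticoid-induced genes without nondiabetic replicate 5.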

For the BMVs, 35 genes were significantly changed by the streptozotocin-induced diabetes (Figure 1(b)). Among these DEGs, 22 genes were upregulated and 13 were downregulated (Figure 1(e)). 

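In BMVs, Ciart, a repressor of the circadian clock, was 1.96-fold higher in diabetic rats (log2 values 7.86 ± 0.28 against 6.89 ± 0.17, SD, n = 6 each, limma adjusted p = 0.0411). Pomc, the precursor of ACTH and beta-endorphin, fell 1.72-fold (6.81 ± 0.13 against 7.59 ± 0.06, n = 6 each, limma adjusted p = 0.00162). Cd74, the invariant chain that guides MHC class II molecules in antigen-presenting cells, fell 1.66-fold (10.76 ± 0.17 against 11.49 ± 0.09, n = 6 each, limma adjusted p = 0.0149). These were the 3 rows called of 36685, 1 higher and 2 lower, and in each the 6 diabetic arrays lay past the nondiabetic mean. The count depends on the setting: it was 0 with the replicate number as a block, 29 with all 24 arrays and 43 over rows that pair with 1 gene. A further 5 rows had an adjusted p under 0.1, including Per2 and RT1-Da (both 0.0854), and 2830 rows had an unadjusted p under 0.05. The calls of Ciart and Cd74 were lost in 11 and 7 of the 12 fits that left out 1 array.
By camera 5 gene lists rose and 6 fell in diabetic BMVs; none of these 36 lists passed with an estimated correlation. The 27 glucocorticoid-induced genes rose (median log2 fold change 0.20, 20 of 27 above 0, 4 higher when adjusted over the list alone, adjusted p = 1.40e-05, and adjusted p = 0.415 with an estimated correlation). Table 2 holds 3 of these genes, Fkbp5 among them, picked on the same arrays. By exact permutation of the list mean, a test chosen after the results were seen, the adjusted p was 0.263. Fkbp5, which restrains the glucocorticoid receptor, was 0.87 ± 0.17 (SE) higher on the log2 scale, and Hif3a 0.60 ± 0.17 higher. The interferon-stimulated genes fell as a list (median -0.24, 25 of 26 below 0, 0 when adjusted over the list alone, adjusted p = 1.40e-05, and adjusted p = 0.518 with an estimated correlation), with Rsad2 at -0.55 ± 0.20. Collagens and other matrix genes fell (median -0.065, 22 of 29 below 0, adjusted p = 0.0234, and adjusted p = 0.518 with an estimated correlation), with Col1a1 at -0.39 ± 0.08 and the matrix protease Mmp14 at -0.51 ± 0.10, while Timp3, a protease inhibitor of the same list, was at 0.50 ± 0.10. Col1a1 and Mmp14 are in Table 2, so they were picked on the same arrays. Fibroblast markers, which share the collagens, fell beside the matrix genes (median -0.14, adjusted p = 0.00979, and adjusted p = 0.518 with an estimated correlation). Endothelial markers (median -0.082, adjusted p = 0.0235) and microglial markers (-0.058, adjusted p = 0.0296) fell by less, with adjusted p = 0.415 and 0.518 with an estimated correlation. Heat shock proteins rose by a median of 0.088 (adjusted p = 0.00967, and adjusted p = 0.518 with an estimated correlation), with Hspa8 at 0.29 ± 0.08, and angiogenesis genes fell by a median of 0.030 (adjusted p = 0.0261, and adjusted p = 0.359 with an estimated correlation), with the apelin receptor Aplnr at -0.58 ± 0.14. In the fits that left out 1 array, the microglial list lost its call in 6 of 12 (medians from -0.14 to -0.036), and the matrix, endothelial, heat shock and angiogenesis lists in 2 of 12 each.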

Hierarchical cluster analysis was performed for the DEGs from RMVs and BMVs as depicted in Figure 2(d) and (f), respectively. When we compared the DEGs of the RMVs and BMVs, only one gene (Slc28a3) overlapped (downregulated) between the RMVs and the BMVs (Figure 1(b)). 

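Slc28a3, a nucleoside transporter, was lower in the diabetic rats in both kinds of microvessel. Its log2 value was 6.53 ± 0.16 against 7.14 ± 0.30 in RMVs (SD, n = 6 each, exact permutation p = 0.00433) and 6.90 ± 0.32 against 7.84 ± 0.38 in BMVs (n = 6 each, exact permutation p = 0.00216). In both comparisons all 6 diabetic arrays lay below the nondiabetic mean, and the 2 effects differed by -0.33 ± 0.23 (log2, SE), within the spread. Ranked by the larger of its 2 unadjusted p, it came first of all named genes, ahead of Per2, a clock repressor, Tfpi, an inhibitor of coagulation (-0.79 ± 0.19 in RMVs and -0.51 ± 0.10 in BMVs), and Gbp7, an interferon-induced GTPase (-0.80 ± 0.18 and -0.91 ± 0.23). Slc19a3, the thiamine transporter, was higher in both (0.58 ± 0.15 and 0.64 ± 0.13). No row passed limma's adjusted threshold in both tissues, but 336 rows had an unadjusted p under 0.05 in both, where 195 are expected of unrelated lists (one-sided Fisher's exact test, p = 5.85e-24 over rows, which are not independent). Of these 336, 108 were higher in both, 192 lower in both and 36 went opposite ways. Across all 36685 rows the log2 fold changes of the 2 tissues correlated at r = 0.188 (Spearman's rho 0.186); rows are not independent replicates, and both tissues came from the same rats.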

In Table 1 and 2, the detailed information describing the upregulated and downregulated genes in RMVs and BMVs is displayed.

**Figure 2.**
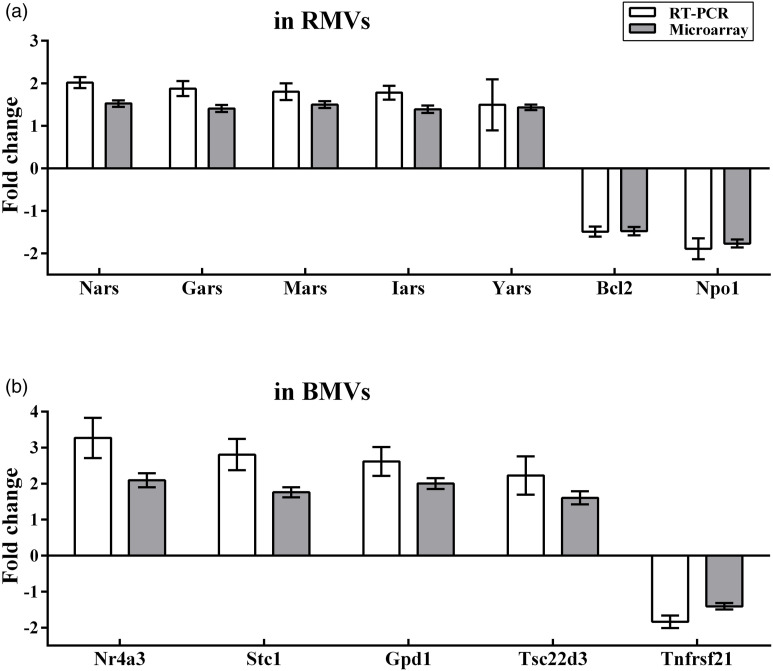
Validation of the microarray data by quantitative RT-PCR. Results for 12 genes are shown, of which seven genes are significantly changed by diabetes in RMVs (a), and five genes are significantly changed in BMVs (b). Microarray and qRT-PCR fold change values (2^−ΔΔCt^) were calculated for each gene for comparison between diabetic and nondiabetic samples. Results were shown as mean ± SD (n = 6).

**Table 1.** Genes significantly changed by diabetes in the retinal microvessels.

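All 40 genes listed for RMVs had the listed direction on the arrays, 19 higher and 21 lower, and an unadjusted p under 0.05. Their log2 fold changes ran from -1.05 (RGD1565166) to 1.40 (Mt1a), and 38 exceeded the fold change of 1.2. Ctss, a lysosomal protease and a marker of microglia, was 1.46-fold higher (log2 0.55 ± 0.14, SE). Rnf39 was 1.59-fold higher, Cxcl11, an interferon-induced chemokine, 1.62-fold lower, and Alas2, the first enzyme of heme synthesis in red blood cells, 1.37-fold lower. In 1 nondiabetic array Cxcl11 stood far above the other 5. The adjusted p over all rows ranged from 0.137 to 0.713 (limma), and 19 of the 40 were among the 100 rows of smallest p. The 40 were chosen by the study on these arrays, so their common direction is not independent evidence.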

Transcript ID	Gene symbol	Description	Diabetes versus control	
			Adj. P	FC
17,717,103	Mt1a	Metallothionein 1a	0.0168	2.91
17,752,700	Mt1m	Metallothionein 1M	0.0156	2.71
17,789,627	Asns	Asparagine synthetase	0.0000	2.51
17,756,041	Rnf39	Ring finger protein 39	0.0368	1.87
17,642,026	Aldh18a1	Aldehyde dehydrogenase 18 family, member A1	0.0006	1.72
17,740,865	Ctss	Cathepsin S	0.0145	1.60
17,790,133	Pax4	Paired box 4	0.0400	1.55
17,726,760	Nars	Asparaginyl-tR synthetase	0.0038	1.52
17,836,518	Mars	Methionyl-tR synthetase	0.0034	1.48
17,694,084	Pdgfra	PDGF receptor, alpha polypeptide	0.0368	1.47
17,802,403	Yars	Tyrosyl-tR synthetase	0.0408	1.42
17,718,250	Tspan17	Tetraspanin 17	0.0400	1.42
17,864,675	Rftn2	Raftlin family member 2	0.0368	1.42
17,791,502	Gars	Glycyl-tR synthetase	0.0038	1.39
17,718,501	Iars	Isoleucyl-tR synthetase	0.0408	1.38
17,854,693	Chst2	Carbohydrate sulfotransferase 2	0.0485	1.32
17,771,507	Pbx3	Pre-B-cell leukemia homeobox 3	0.0488	1.32
17,617,445	Igf1r	Insulin-like growth factor 1 receptor	0.0435	1.29
17,771,351	Stxbp1	Syntaxin-binding protein 1	0.0408	1.23
17,819,788	Map4k3	Mitogen-activated protein kinase kinase kinase kinase 3	0.0395	−1.27
17,623,163	Rnaseh2c	Ribonuclease H2, subunit C	0.0301	−1.28
17,828,801	Sdc2	Syndecan-2	0.0368	−1.29
17,639,089	Gstp1	Glutathione S-transferase pi 1	0.0285	−1.31
17,788,530	RGD1565588	Similar to calcium binding protein P22	0.0431	−1.35
17,731,247	Nrp1	Neuropilin-1	0.0368	−1.41
17,831,256	Parvb	Parvin, beta	0.0368	−1.43
17,683,445	Bcl2	B-cell CLL	0.0100	−1.46
17,871,623	Alas2	5-Aminolevulite synthase 2	0.0145	−1.47
17,842,577	Ldlr	Low density lipoprotein receptor	0.0395	−1.48
17,774,787	RGD1564664	Similar to LOC387763 protein	0.0261	−1.52
17,733,363	Nqo1	D(P)H dehydrogenase, quinone 1	0.0490	−1.54
17,736,949	Dap	Death-associated protein	0.0100	−1.55
17,646,726	Trim16	Tripartite motif-containing 16	0.0368	−1.55
17,714,143	Slc28a3	Solute carrier family 28, member 3	0.0285	−1.57
17,693,364	Art3	ADP-ribosyltransferase 3	0.0130	−1.66
17,624,116	Slc15a3	Solute carrier family 15, member 3	0.0368	−1.68
17,611,535	Myct1	Myc target 1	0.0395	−1.72
17,844,192	Slc35f2	Solute carrier family 35, member F2	0.0409	−1.83
17,688,703	Cxcl11	Chemokine (C-X-C motif) ligand 11	0.0215	−1.99
17,643,730	RGD1565166	Similar to MGC45438 protein	0.0000	−2.30

Adj. P, a false discovery rate (FDR) adjusted *p* value; FC, fold change.

**Table 2.** Genes significantly changed by diabetes in the brain microvessels.

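The 31 genes listed for BMVs all had the listed direction, 19 higher and 12 lower, at an unadjusted p under 0.05, and 30 exceeded the fold change of 1.2. Cldn1, a tight junction protein, was 1.93-fold and Slc1a1, a glutamate transporter, 1.91-fold higher. Mthfd1l, an enzyme of mitochondrial one-carbon metabolism, was 1.70-fold higher; the stress genes Gadd45a and Gadd45b went opposite ways (log2 -0.68 ± 0.11 and 0.55 ± 0.15, SE). Of the 31, Pomc and Ciart were called by limma; over the 31 the adjusted p ranged from 0.00162 to 0.476, and 23 were among the 100 rows of smallest p. As these genes were selected on the same arrays, the count in 1 direction adds no independent evidence.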

Transcript ID	Gene symbol	Description	Diabetes versus control	
			Adj. P	FC
17,686,071	Fmo3	Flavin containing monooxygenase	0.0003	2.45
17,798,725	Nr4a3	Nuclear receptor subfamily 4, group A, member 3	0.0013	2.06
17,666,537	Cldn1	Claudin 1	0.0169	2.03
17,832,266	Gpd1	Glycerol-3-phosphate dehydrogenase 1 (soluble)	0.0055	1.97
17,757,188	Fkbp5	FK506 binding protein 5	0.0092	1.95
17,749,555	Ciart	Circadian associated repressor of transcription	0.0070	1.91
17,866,453	Per2	Period circadian clock 2	0.0014	1.91
17,624,812	Slc1a1	Solute carrier family 1 member 1	0.0055	1.88
17,817,653	Tmem63c	Transmembrane protein 63c	0.0145	1.80
17,611,443	Mthfd1l	Methylenetetrahydrofolate dehydrogenase (NADP + dependent) 1-like	0.0036	1.79
17,699,814	Stc1	Stanniocalcin-1	0.0017	1.73
17,775,237	Fibin	Fin bud initiation factor homolog (zebrafish)	0.0038	1.73
17,879,047	Tsc22d3	TSC22 domain family, member 3	0.0247	1.56
17,833,546	Gadd45b	Growth arrest and D-damage-inducible, beta	0.0248	1.54
17,616,470	Dbp	D site of albumin promoter (albumin D-box) binding protein	0.0118	1.54
17,785,849	Bhlhe40	Basic helix-loop-helix family, member e40	0.0059	1.39
17,837,791	Ndrg1	N-myc downstream regulated 1	0.0222	1.39
17,664,242	LOC680121	Similar to heat shock protein 8	0.0421	1.37
17,847,497	Nat6	N-acetyltransferase 6 (GCN5-related)	0.0128	1.33
17,732,995	Nr3c2	Nuclear receptor subfamily 3, group C, member 2	0.0216	−1.27
17,847,732	Dalrd3	DALR anticodon binding domain containing 3	0.0038	−1.28
17,863,116	Tnfrsf21	Tumor necrosis factor receptor superfamily, member 21	0.0222	−1.29
17,787,500	Nrip2	Nuclear receptor interacting protein 2	0.0247	−1.31
17,698,634	Mmp14	Matrix metallopeptidase 14 (membrane-inserted)	0.0122	−1.35
17,650,326	Col1a1	Collagen, type I, alpha 1	0.0140	−1.41
17,814,505	Pomc	Proopiomelanocortin	0.0055	−1.43
17,791,733	Gadd45a	Growth arrest and D-damage-inducible, alpha	0.0025	−1.46
17,714,143	Slc28a3	Solute carrier family 28, member 3	0.0049	−1.47
17,645,118	Ccnjl	Cyclin J-like	0.0247	−1.48
17,866,181	Nmur1	Neuromedin-U receptor 1	0.0025	−1.52
17,619,710	Arntl	Aryl hydrocarbon receptor nuclear translocator-like	0.0003	−1.54

Adj. P, a false discovery rate (FDR) adjusted *p* value; FC, fold change.

### Biological pathways

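In diabetic RMVs 5 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with their amino acids, stood 1.35-fold to 1.43-fold above nondiabetic RMVs. The log2 values were 9.67 ± 0.22 against 9.16 ± 0.19 for Nars, 12.03 ± 0.20 against 11.57 ± 0.07 for Gars and 9.99 ± 0.17 against 9.48 ± 0.18 for Mars (SD, n = 6 each). They were 10.57 ± 0.21 against 10.14 ± 0.18 for Iars and 10.72 ± 0.15 against 10.28 ± 0.15 for Yars (n = 6 each). In all 5 every diabetic array lay above the nondiabetic mean. The whole list of 19 measured cytosolic synthetases rose by a median of 0.26 (13 of 19 above 0, adjusted p = 7.27e-08, and adjusted p = 0.222 with an estimated correlation). Adjusted over the list alone 7 were higher and 0 lower, the other two being Lars1 (0.42 ± 0.12, SE) and Eprs1 (0.29 ± 0.08); over all rows limma called 0 of 19. The study picked 5 of the list on these arrays, so the list is not independent of them; the 14 others had a median of 0.018 (mean 0.11, adjusted p = 0.0135, and adjusted p = 0.366 with an estimated correlation), a test chosen after the data were seen. The 15 mitochondrial synthetases had a median of 0.011 (adjusted p = 0.881). With no gene called, an overrepresentation test could not be run; fitted with all 24 arrays, a choice that for this test was added after the data were seen, 2 of 5 called genes were synthetases (Gars and Mars, one-sided Fisher's exact p = 1.03e-05).
Of the adhesion and growth factor genes, Igf1r, the receptor of insulin-like growth factor, was 1.26-fold higher (10.84 ± 0.12 against 10.51 ± 0.08, n = 6 each, exact permutation p = 0.00216). Pdgfra was 1.31-fold higher (exact permutation p = 0.0130), Parvb, which links integrins to actin, 1.38-fold lower (exact permutation p = 0.00649) and Bcl2 1.42-fold lower. Igf1r was as much higher in BMVs (log2 0.34 ± 0.09, SE, against 0.34 ± 0.07 in RMVs).

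**Figure D1:**
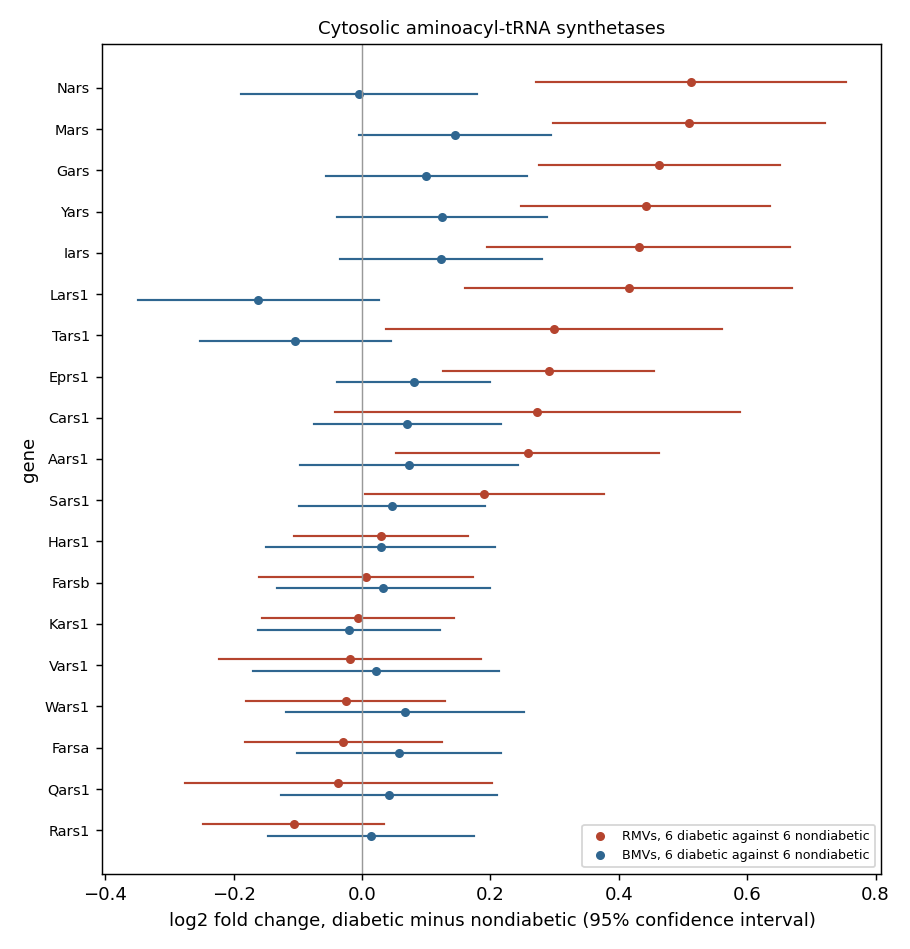
Log2 fold change of the 19 measured cytosolic aminoacyl-tRNA synthetases, diabetic minus nondiabetic (horizontal axis), in RMVs (red) and BMVs (blue), 6 arrays per group; points are estimates and lines 95% confidence intervals from limma, not adjusted. In RMVs, 13 of 19 points lie above 0, the highest at 0.51 (Nars); in BMVs all 19 lie between -0.16 and 0.15.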

Among the 43 genes of RMVs that were changed under diabetic conditions, the DAVID functional annotation analysis identifies three enriched KEGG pathways: (i) the aminoacyl-tRNA biosynthesis pathway, including Iars, Yars, Nars, Gars and Mars; (ii) the focal adhesion pathway, including Igf1r, Pdgfra, Bcl2 and Parvb; and (iii) the prostate cancer pathway including Igf1r, Pdgfra and Bcl2 (Table 3). 

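In diabetic BMVs the genes of the circadian clock moved in 2 opposite groups. Arntl and Npas2, which activate clock transcription, were 2.27-fold and 1.37-fold lower, while the repressor Per2 and the output gene Dbp were 1.93-fold and 1.57-fold higher. Arntl had log2 values of 8.48 ± 0.46 against 9.67 ± 0.32 and Per2 of 8.36 ± 0.22 against 7.41 ± 0.31 (SD, n = 6 each, exact permutation p = 0.00216 for both). Bhlhe40, another clock repressor, had 11.58 ± 0.21 against 11.13 ± 0.13 (n = 6 each). Of 19 measured clock genes 9 were higher and 3 lower when adjusted over the list alone, and 7 did not pass; limma called 1 over all rows, Ciart. The list rose by a median of 0.28 (13 of 19 above 0, adjusted p = 0.000150, and adjusted p = 0.231 with an estimated correlation). Table 2 holds 5 of these genes, picked on the same arrays (Arntl, Per2, Bhlhe40, Ciart and Dbp), so the list is not independent of them. Without all 5, in a test added after the data were seen, 14 genes had a median of 0.14 (5 higher and 2 lower when adjusted over the list alone, adjusted p = 0.0494, and adjusted p = 0.493 with an estimated correlation). Ciart among the 3 called genes gives a one-sided Fisher's exact p of 0.00313 for clock genes, which rests on 1 call that was lost in 11 of the 12 fits that left out 1 array. In RMVs the list had a median of 0.018 and a mean of 0.099 (adjusted p = 0.00864, and adjusted p = 0.295 with an estimated correlation), with Per2 0.44 ± 0.10 (SE) and Ciart 0.62 ± 0.17 higher but Arntl at -0.05 ± 0.08. As a list the effects of the 2 tissues did not differ past the threshold (median difference 0.19, with 3 genes higher and 3 lower when adjusted over the list alone, adjusted p = 0.0660, and adjusted p = 0.345 with an estimated correlation). Camera tests a shift of the list in 1 direction, in which opposite changes cancel. It therefore does not show that the clock genes respond alike in both tissues.

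**Figure D2:**
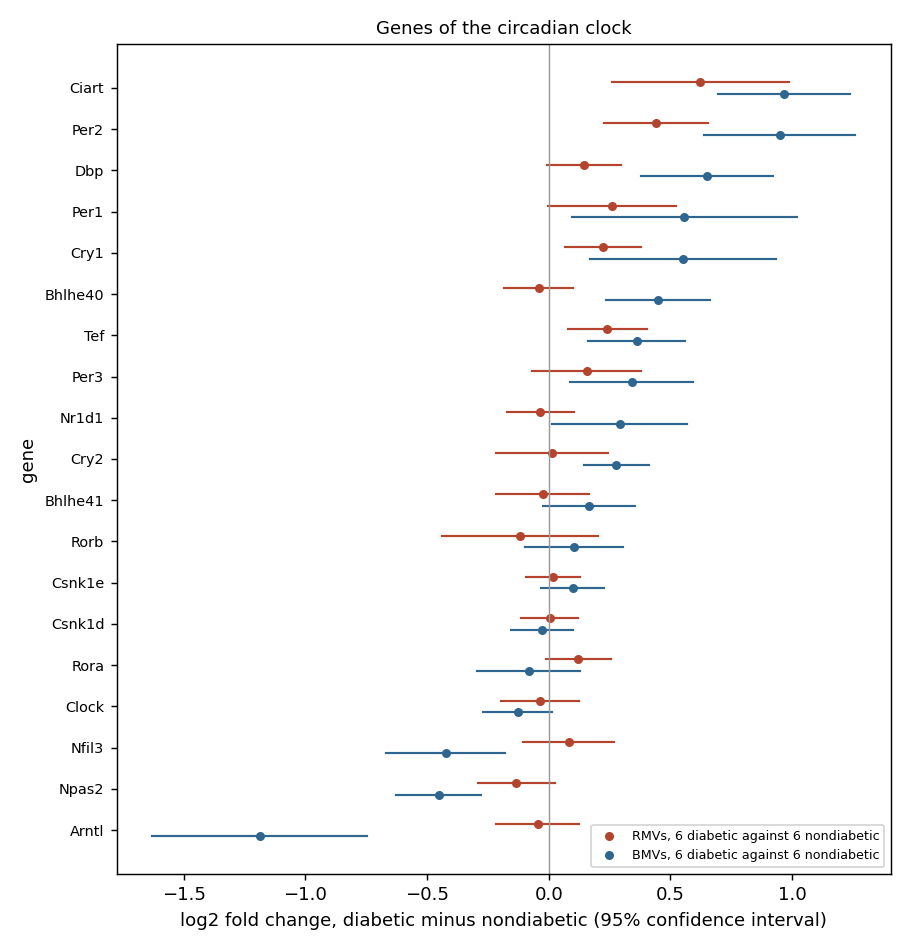
Log2 fold change of the 19 measured clock genes, diabetic minus nondiabetic (horizontal axis), in RMVs (red) and BMVs (blue), 6 arrays per group; points are estimates and lines 95% confidence intervals from limma, not adjusted. In BMVs the genes spread from -1.19 (Arntl) to 0.97 (Ciart); in RMVs from -0.13 to 0.62.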

In BMVs, the circadian rhythm pathway including Per2, Bhlhe40 and Arntl, was significantly enriched (Table 3).

**Table 3.** Pathway identification among the diabetes changed genes in RMVs and BMVs.

KEGG pathways	Gene symbols	*p* value	Fold change
In RMVs			
Aminoacyl-tRNA biosynthesis	Iars, yars, nars, gars, mars	5.E−05	23
Focal adhesion	Igf1r, pdgfra, Bcl2, parvb	3.E−02	6
Prostate cancer	Igf1r, pdgfra, Bcl2	3.E−02	11
In BMVs			
Circadian rhythm	Per2, Bhlhe40, arntl	2.E−03	43

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were obtained using DAVID Functional Annotation tool. RMVs, retinal microvessels; BMVs, brain microvessels.

### Validation of the microarray data with qRT-PCR

To confirm the outcome of the microarray analyses, quantitative real-time PCR (qRT-PCR) analyses were performed on the same RNA samples as used in the microarray studies. Seven DEGs (Yars, Mars, Iars, Nars, Gars, Bcl2 and Nqo1) from RMVs and five DEGs (NR4A3, Stc1, Gpd1, Tsc22d3 and Tnfrsf21) from BMVs were selected. For individual altered genes of RMVs or BMVs, results obtained by qRT-PCR are consistent with the microarray findings, in terms of direction and extent (Figure 2). 

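On the arrays, the 7 genes chosen from RMVs had log2 fold changes of 0.44 (Yars), 0.51 (Mars), 0.43 (Iars), 0.51 (Nars), 0.46 (Gars), -0.50 (Bcl2) and -0.57 (Nqo1) in diabetic against nondiabetic RMVs. The standard errors lay between 0.09 and 0.18 (n = 6 arrays per group). For the 5 genes chosen from BMVs the log2 fold changes were 0.93 (Nr4a3), 0.71 (Stc1), 0.82 (Gpd1), 0.59 (Tsc22d3) and -0.45 (Tnfrsf21), with standard errors between 0.10 and 0.19. Of the 20 genes the paper names in its text that have a row, 14 had an unadjusted p under 0.05 in RMVs and 11 in BMVs. Gapdh, the reference of the qRT-PCR, has no row that pairs with it alone and was not read from the arrays. The qRT-PCR values are not part of the deposited data.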

Overall, there is a good and statistically significant correlation (r = 0.905, *n* = 24) between the magnitude of altered expression measured by microarray and expression measured by qRT-PCR.

### Hyperglycemia induced NR4A3 gene upregulation

It has been reported that NR4A3 is involved in glucose metabolism and NF-κB pathway activation.^14–16^ 

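Nr4a3, a nuclear receptor without known ligand, was 1.91-fold higher in diabetic BMVs. Its log2 value was 8.74 ± 0.30 in diabetic and 7.81 ± 0.34 in nondiabetic BMVs (SD, n = 6 each, exact permutation p = 0.00216), and all 6 diabetic arrays lay above the nondiabetic mean. Over all rows the limma adjusted p was 0.173, above the threshold; in the fit of all 24 arrays the gene was called. The 19 measured immediate early genes, the list Nr4a3 belongs to, did not pass as a group in BMVs (median 0.052, adjusted p = 0.156), and 1 of them, Nr4a3, passed when adjusted over the list alone.

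**Figure D3:**
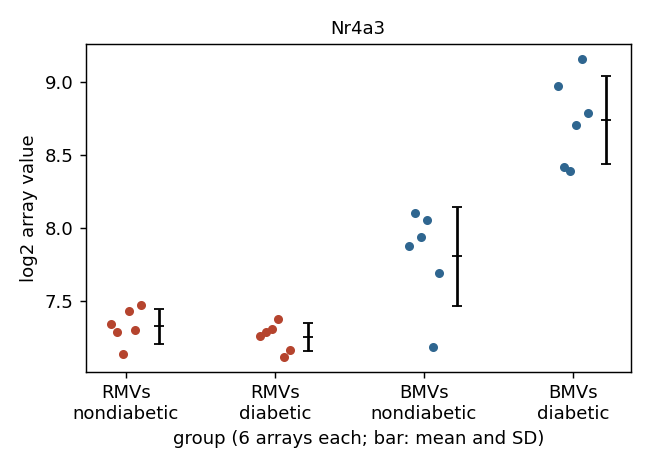
Log2 array value of Nr4a3 (vertical axis) in the 4 groups; each point is 1 array of 1 rat, and the bars give the mean and SD of 6 arrays. Diabetic BMVs average 8.74 and nondiabetic BMVs 7.81, while both RMV groups average 7.25 and 7.33.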

Under diabetic conditions, expression of NR4A3 mRNA was significantly increased in BMVs, as measured by microarray and qRT-PCR (Figure 2). NR4A3 mRNA was identified as the gene with the biggest difference between RMVs and BMVs (fold change of 2.4 and *p* < 0.0001). 

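The log2 fold change of Nr4a3 by diabetes was 1.01 ± 0.19 (SE) larger in BMVs than in RMVs, a 2.01-fold difference of the effects (95% confidence interval 0.62 to 1.40 on the log2 scale). Ranked by p it came second of 18171 genes after Asns, whose effect was larger in RMVs (-1.22 ± 0.21), and it was first among the genes with the larger effect in BMVs. By size it ranked 8, behind genes such as Cldn1 (1.21 ± 0.26) and Arntl (-1.14 ± 0.23). No row passed the adjusted threshold for a difference between the tissues: limma called 0, with adjusted p = 0.201 for Asns and 0.230 for Nr4a3, and 1811 rows had an unadjusted p under 0.05, where 1834.25 are expected by chance.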

In HUVECs, NR4A3 gene expression was significantly increased by high glucose in a time-dependent manner (Figure 3).

**Figure 3.**
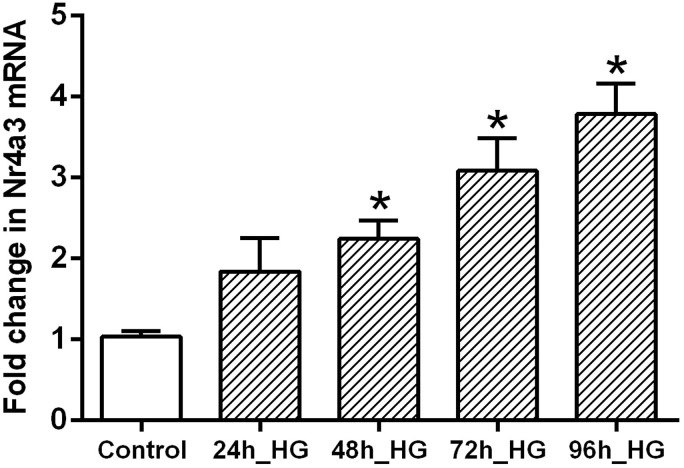
The effect of high glucose on NR4A3 gene expression in human umbilical vein endothelial cells (HUVECs). Cells were cultured with 5.5 mm (control) or 30 mm (HG) D-glucose for 96 h. The HG-treated cells were divided into four distinct groups based on the duration of the high glucose exposure. Experiments were repeated in triplicates with different cell preparations. mRNA fold change is relative to controls while using GAPDH expression as a reference. Results are given as mean ± SEM, *n* = 9. *Significantly different from the control.

## Discussion

This is the first report in which the effects of diabetes on the gene expression pattern of rat retinal microvasculature were analyzed by comparing the whole transcriptome between diabetic and nondiabetic RMVs. In parallel, the effects of diabetes on the gene expression pattern of rat brain microvasculature were also analyzed. This study shows that in diabetes, BMVs have different gene expression patterns compared to RMVs (e.g., the aminoacyl-tRNA synthetases), which allow for identification of novel targets for protective vascular intervention strategies.

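By camera 11 gene lists differed in their response to diabetes between the 2 kinds of microvessel, and none with an estimated correlation. The 19 cytosolic aminoacyl-tRNA synthetases responded more in RMVs (median difference of log2 effects -0.19, BMV minus RMV, 13 of 19 below 0, and adjusted p = 8.75e-05, and adjusted p = 0.276 with an estimated correlation). Adjusted over the list alone, 6 synthetases differed, all with the larger effect in RMVs. The 14 synthetases that the study did not pick on these arrays did not differ past the threshold, in a test added after the data were seen (median difference -0.0071, adjusted p = 0.0890, and adjusted p = 0.596 with an estimated correlation). The 32 genes of the amino acid response differed in the same sense (median -0.087, adjusted p = 0.00258, and adjusted p = 0.276 with an estimated correlation), although the list also rose in BMVs (median 0.078, 25 of 32 above 0, adjusted p = 0.00347, and adjusted p = 0.192 with an estimated correlation). Asns itself was at -0.04 ± 0.10 (log2, SE) in BMVs. Microglial markers differed by a median of -0.30 (11 of 11 below 0, and adjusted p = 8.29e-07, and adjusted p = 0.258 with an estimated correlation). Of the 20 measured genes named in the paper's text, 17 had an unadjusted p under 0.05 for the difference between tissues and 16 passed when adjusted over these 20 alone; they were chosen on these arrays, so this is not independent evidence. With the aminoacyl-tRNA synthetases as its example, the paper states that under diabetes the expression patterns of BMVs and RMVs are not alike.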

High glucose-induced ROS overproduction has been considered as the principal cause of diabetic microvascular damage.^2,17,18^ Although cerebral endothelial cells are also exposed to abnormally high glucose concentrations, the brain microvasculature is not noticeably changed. The underlying mechanisms are far from clear. In the present study, we observe that in diabetes, expression of NAD(P)H dehydrogenase 1 (Nqo1) and glutathione S-transferase P (Gstp1) is significantly downregulated in RMVs (Table 1) while it is not changed in BMVs. It is well documented that that both Nqo1 and Gstp1, enzymes with antioxidant activity, are pivotal in the intracellular defense mechanisms to counteract ROS productions.^19–21^ In addition, Stanniocalcin-1 (Stc-1) and Bhlhe40, enzymes that suppress superoxide generation and hence protect cells from ROS-induced damage,^22–25^ are significantly overexpressed in BMVs (Table 2). These findings suggest that, in diabetes the compensatory/protective capacity in BMVs appear to be enhanced by expression of genes that code for antioxidants, whereas these are suppressed in RMVs.

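Nqo1, a quinone reductase, was 1.49-fold lower in diabetic RMVs, with log2 values of 7.85 ± 0.43 against 8.42 ± 0.24 (SD, n = 6 each, exact permutation p = 0.0238). Gstp1, which conjugates glutathione, was 1.27-fold lower (11.02 ± 0.17 against 11.36 ± 0.14, n = 6 each, exact permutation p = 0.00866). In BMVs Nqo1 stood at 9.18 ± 0.23 against 9.12 ± 0.13 and Gstp1 at 11.83 ± 0.13 against 11.77 ± 0.07 (n = 6 each, exact permutation p = 0.556 and 0.316). The effects differed between the tissues by 0.64 ± 0.22 for Nqo1 and 0.40 ± 0.11 for Gstp1 (log2, SE), with limma adjusted p = 0.878 and 0.685 over all rows.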

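Stc1, a secreted glycoprotein, was 1.64-fold higher in diabetic BMVs, with log2 values of 9.17 ± 0.25 against 8.46 ± 0.31 (SD, n = 6 each, exact permutation p = 0.00216). In RMVs it was 1.22-fold higher (8.89 ± 0.20 against 8.60 ± 0.16, n = 6 each, exact permutation p = 0.0195). Bhlhe40 was 1.37-fold higher in BMVs (log2 0.45 ± 0.10, SE), with all 6 diabetic arrays above the nondiabetic mean, and stood at -0.04 ± 0.07 in RMVs. Over all rows the limma adjusted p in BMVs was 0.178 for Stc1 and 0.226 for Bhlhe40.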

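The 26 measured antioxidant enzymes fell in diabetic RMVs by a median log2 value of 0.059 (20 of 26 below 0, adjusted p = 0.000514, and adjusted p = 0.329 with an estimated correlation). The 23 targets of NRF2, the transcription factor of the oxidative stress response, fell by a median of 0.093 (15 of 23 below 0, adjusted p = 0.0131, and adjusted p = 0.337 with an estimated correlation), a call lost without diabetic replicate 5. Neither fall passed an exact permutation test of the list mean, chosen after the results were seen (adjusted p = 0.21 for antioxidant enzymes and 0.234 for NRF2 targets). Beside Nqo1 and Gstp1, thioredoxin reductase Txnrd1 was at -0.35 ± 0.12 and peroxiredoxin Prdx1 at -0.23 ± 0.08 (SE); 0 members of either list passed when adjusted over the list alone (5 and 4 had an unadjusted p under 0.05, all lower). In BMVs neither list passed: the antioxidant enzymes had a median of 0.020 (16 of 26 above 0, adjusted p = 0.586) and the NRF2 targets 0.050 (18 of 23 above 0, adjusted p = 0.126). The effects of the 2 tissues differed for both lists, by a median of 0.074 for antioxidant enzymes and 0.15 for NRF2 targets (adjusted p = 0.000910 for each, and adjusted p = 0.350 and 0.276 with an estimated correlation). Nqo1 and Gstp1 stand in both lists and were picked by the study on these arrays. In the same RMV arrays red blood cell and smooth muscle markers were lower and microglial and neuronal markers higher by camera; none of the 4 passed with an estimated correlation, and the smooth muscle call was lost in 5 of the 12 fits that left out 1 array.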

Methylglyoxal (MG), a major precursor of advanced glycation end products (AGEs), is highly toxic to tissue and is considered as an important cause of diabetic complications.^26,27^ Its primary source is dihydroxyacetone phosphate (DHAP) that is an isomer of glyceraldehyde 3 - phosphate (GAP). Previous studies have shown that hyperglycemia-induced oxidative stress leads to DNA damage and activation of nuclear poly(ADP-ribose) polymerase (PARP, a nuclear DNA repair enzyme), which inhibits the catalytic activity of glyceraldehyde 3-phosphate dehydrogenase (GAPDH).^28,29^ It is suggested that as a result the levels of glycolytic metabolites (e.g., MG, GAP and DHAP) that are upstream of GAPDH increase, resulting in activation of multiple pathogenic pathways in diabetes, such as activation of protein kinase C (PKC) and an increase of AGEs. In the present study, we observe that in diabetes, expression of glycerol-3-phosphate dehydrogenase 1 (Gpd1) is significantly upregulated in BMVs (Table 2) while it is not changed in RMVs. 

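Gpd1 was 1.76-fold higher in diabetic BMVs, with log2 values of 8.59 ± 0.29 against 7.77 ± 0.43 (SD, n = 6 each, exact permutation p = 0.00866). In RMVs it stood at 6.65 ± 0.09 against 6.68 ± 0.09 (n = 6 each, exact permutation p = 0.617). The effects differed by 0.85 ± 0.21 (log2, SE, limma adjusted p = 0.595 over all rows), and in BMVs alone the adjusted p was 0.247. Of the 13 measured genes of polyol, hexosamine and methylglyoxal handling, Gpd1 was the 1 that passed in BMVs when adjusted over the list alone; the list did not pass in BMVs (median -0.023, mean 0.030, adjusted p = 0.964) or in RMVs (adjusted p = 0.487). The 13 glycolysis genes did not pass either (median 0.033 in BMVs with a mean of -0.0049, adjusted p = 0.575; median -0.025 in RMVs, adjusted p = 0.316).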

Gpd1 is a key enzyme that converts DHAP into glycerol-3-phosphate (G3P) with a decrease in the NADH/NAD^+^ ratio.^30^ This process can reduce cellular concentration of DHAP and prevent the spontaneous conversion of DHAP into MG.^31^ The overexpression of Gpd1 in BMVs may protect the brain microvasculature against toxic glycolytic metabolites-induced injuries.

High glucose-induced activation of the nuclear factor (NF)-κB pathway in vascular cells is also a key contributor to the pathogenesis of diabetic complications.^4,32–34^ Here, we observe that in diabetes the expression of Tnfrsf21 (TNF receptor superfamily member 21) in BMVs is significantly decreased by diabetes (Table 2). 

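Tnfrsf21, a death receptor, was 1.36-fold lower in diabetic BMVs, with log2 values of 9.51 ± 0.20 against 9.96 ± 0.14 (SD, n = 6 each, exact permutation p = 0.00216). All 6 diabetic arrays lay below the nondiabetic mean. In RMVs the values were 9.13 ± 0.26 against 9.27 ± 0.08 (n = 6 each, exact permutation p = 0.255). Over all rows the limma adjusted p in BMVs was 0.226, and the effects of the tissues differed by -0.31 ± 0.15 (log2, SE).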

Tnfrsf21 activates the NF-κB pathway and triggers cell apoptosis.^35^ In addition, we further observe that in diabetes, expression of neuron-derived orphan receptor 1 (Nr4a3) and TSC22 domain family protein 3 (Tsc22d3) in BMVs is significantly increased (Table 2) while it is not changed in RMVs. It has been demonstrated that both Nr4a3 and Tsc22d3 exhibit anti-apoptotic effects through prevention of NF-κB pathway activation.^14,36,37^ 

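Tsc22d3, a glucocorticoid-induced leucine zipper protein, was higher by 0.59 on the log2 scale in diabetic BMVs, with values of 7.85 ± 0.37 against 7.26 ± 0.29 (SD, n = 6 each, exact permutation p = 0.0173). In RMVs it was 7.54 ± 0.14 against 7.40 ± 0.11 (n = 6 each, exact permutation p = 0.0866), and Nr4a3 stood at -0.07 ± 0.07 (log2, SE). The effect on Tsc22d3 was larger in BMVs by 0.45 ± 0.20 (limma adjusted p = 0.998 over all rows), and its adjusted p in BMVs was 0.420.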

Expression of Nr4a3 plays also a critical role in neuronal protection.^38,39^ Badrichani AZ, et al. reported that expression of B-cell lymphoma 2 (Bcl-2, an important anti-apoptotic protein) protects endothelial cells from TNF-induced apoptosis through inhibition of the NF-κB pathway.^40^ 

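Bcl2 had log2 values of 9.30 ± 0.22 in diabetic and 9.80 ± 0.11 in nondiabetic RMVs (SD, n = 6 each, exact permutation p = 0.00216), with all 6 diabetic arrays below the nondiabetic mean. In BMVs the values were 10.28 ± 0.25 and 10.25 ± 0.13 (n = 6 each, exact permutation p = 0.814). The effects differed by 0.53 ± 0.15 (log2, SE), a fold of 1.45 (limma adjusted p = 0.712 over all rows), and in RMVs alone the adjusted p was 0.383.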

In diabetes, expression of Bcl-2 in RMVs is significantly decreased (Table 1) while it is not changed in BMVs. 

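The 22 measured targets of NF-κB, the transcription factor of inflammatory signalling, fell in diabetic RMVs by a median log2 value of 0.15 (16 of 22 below 0, adjusted p = 0.00123, and adjusted p = 0.337 with an estimated correlation). The fall did not pass an exact permutation test of the list mean, chosen after the results were seen (adjusted p = 0.21). Relb, a subunit of NF-κB itself, was at -0.57 ± 0.18 (SE), and the chemokine gene Cxcl10 passed when adjusted over the list alone. In BMVs the list did not pass (median -0.076, 14 of 22 below 0, adjusted p = 0.0614); the chemokine Cx3cl1, at -0.47 ± 0.10, passed when adjusted over the list alone, and the adhesion molecule Vcam1 was at -0.54 ± 0.18. The effects of the 2 tissues did not differ past the threshold (median difference 0.081, adjusted p = 0.311). These are levels of transcripts whose genes NF-κB can switch on; its activity was not measured.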

The anti-inflammatory mechanism in BMVs seems to be enhanced by inhibition of the NF-κB pathway whereas it might be suppressed in RMVs.

Aminoacyl-tRNA synthetases (aaRSs) catalyze the ligation of amino acids to their cognate tRNAs, thereby playing a crucial role in protein synthesis.^41^ In addition, many studies have shown that aaRSs also have multiple noncanonical functions including regulation of glucose metabolism, angiogenesis, inflammation and cell stress responses;^42–45^ and aberrant expression or variants of aaRSs are involved in various diseases.^46–48^ In this study, we found that the expression of Nars, Gars, Mars, Iars and Yars (5 components of aaRSs) in RMVs were significantly upregulated in diabetes, whereas these genes were not changed in BMVs. 

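In BMVs the same 5 synthetases had changes of 0.10 ± 0.073 (Gars), 0.15 ± 0.070 (Mars), 0.12 ± 0.073 (Iars), 0.12 ± 0.076 (Yars) and -0.0046 ± 0.085 (Nars) on the log2 scale (SE, n = 6 arrays per group). The exact permutation p was 0.117, 0.0368, 0.0844, 0.0866 and 0.955, and the smallest limma adjusted p was 0.668. The effects of the 2 tissues differed by -0.36 ± 0.11 (Gars), -0.36 ± 0.12 (Mars), -0.31 ± 0.13 (Iars), -0.32 ± 0.12 (Yars) and -0.52 ± 0.14 (Nars), BMV minus RMV. Adjusted over all rows, none of these 5 differences passed (limma adjusted p = 0.672 to 0.989). The 19 cytosolic synthetases as a list did not pass in BMVs (median 0.047, 15 of 19 above 0, adjusted p = 0.133), nor did the 15 mitochondrial ones (median -0.047, adjusted p = 0.575).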

Previous studies have shown that oxidative stress can cause damage to aaRSs functions, followed by amino acid mistranslation and protein misfolding.^49,50^ We speculate that the upregulation of aaRSs genes in RMVs is caused by the hyperglycemia-induced ROS overproduction, which in turn affects the reliability of protein translation in RMVs.

Clearly, functional and mechanistic studies are necessary to substantiate the complex processes and the precise effects of the discussed gene expression patterns in BMV and RMV in diabetes. Nevertheless, our study suggests that BMVs have defense mechanisms including reduction of ROS production, reduction of glycolytic intermediates and enlarged anti-inflammatory capacity, against the detrimental effects of diabetes. In contrast, in RMV these protective systems are not activated or even suppressed, resulting in a diminished ability to balance the potentially toxic factors that are induced by diabetes. These findings will increase our knowledge and understanding of the mechanisms playing a role in the different susceptibilities to diabetes of microvessels in retina and brain and may pave the way to the discovery of novel treatments to intervene in diabetic-induced microvascular complications.

How the deposited data were processed for this re-analysis (not part of the article)

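RNA from retinal microvessels (RMVs) and brain microvessels (BMVs) of 12 rats was measured on whole-transcriptome Rat Gene 2.0 ST arrays, 6 arrays for each of the 4 groups (nondiabetic and diabetic, RMVs and BMVs), 24 arrays in all. The diabetic rats had received 35 mg/kg of streptozotocin at 9 weeks of age, 3 months before the vessels were taken. The deposited log2 values were made by the authors, who normalized the raw array files with Affymetrix Expression Console 4.0. The algorithm is not named. The table has 36685 rows and no detection calls, and the log2 scale was read from the range of the values, 2.21 to 14.41. Arrays have no read depth, and their number limits the precision. Of the rows, 752 repeat the values of another row exactly, and all rows were kept as separate tests.

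Rows were named from a table that pairs the array's transcript clusters with genes: 18511 rows pair with 1 gene, 575 with several and 17599 with none, and 5 rows without a gene there were named from Tables 1 and 2. A gene with several rows (291 genes) was represented by the row listed in Table 1 or 2, otherwise by the row with the highest mean, which left 18171 genes. Of the 537 genes in the lists, 51 have no row of their own, Gapdh among them.

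The effect of diabetes was fitted in RMVs and in BMVs on the 12 arrays of the tissue, the difference between nondiabetic RMVs and BMVs on the 12 nondiabetic arrays, and the difference between the 2 effects of diabetes on all 24 arrays. All fits used limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with empirical Bayes variances and Benjamini-Hochberg adjustment over 36685 rows. A row was called at an adjusted p under 0.05 and a fold change over 1.2 in either direction. Single genes were also tested with an exact permutation test over the 924 ways to choose 6 of 12 arrays. The standard errors printed with ± are limma's, and the SDs are between arrays of a group. Confidence intervals are at 95%.

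Gene lists were fixed before the data were examined, but not blind to the paper: 20 lists of pathways and 16 of cell type markers, from general knowledge, several of them with genes of Tables 1 and 2. They are cytosolic and mitochondrial aminoacyl-tRNA synthetases, amino acid response, circadian clock, glucocorticoid-induced genes, NRF2 target genes, antioxidant enzymes, NF-κB target genes, interferon-stimulated genes, glycolysis, polyol and methylglyoxal handling, cholesterol synthesis, extracellular matrix, tight junctions and barrier transporters, angiogenesis, heat shock proteins, endoplasmic reticulum stress, immediate early genes, oxidative phosphorylation and metallothioneins. The marker lists cover endothelial cells, pericytes, smooth muscle cells, fibroblasts, rods, cones, bipolar cells, Müller glia, astrocytes, neurons, oligodendrocytes, microglia, leukocytes, red blood cells, retinal pigment epithelium and choroid plexus. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 36 lists of a comparison, with an estimated correlation and fry as alternatives. Members were also counted at a p adjusted over the list alone. Lists of MHC class II genes, MHC class I genes and perivascular macrophages were added after the data were seen. KEGG was not at hand, so the aminoacyl-tRNA and circadian pathways of Table 3 were tested with the lists and a one-sided Fisher's exact test. The focal adhesion and prostate cancer pathways of Table 3 were not tested as pathways, and only their genes were read one by one.

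Named genes follow a rule set beforehand: the genes in the paper's text, Figure 2 and Table 3, the genes of largest fold change in Tables 1 and 2 and those of both tables not called here, the genes called here, up to 4 members per list with the smallest adjusted p, and up to 10 per direction for the differences between tissues. The paper's tables had been read when the rule was written. Tfpi, Gbp7, Slc19a3, Eprs1 and the genes of the added lists (RT1-Da, RT1-Ba, RT1-Db1) were named after their values were seen.

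The fits were tested on simulated data with 50 genes per fold change and groups of 6. At 2-fold, 96% were called in RMVs and 98% in BMVs. At 1.3-fold, 42% and 46% were called, and 18% in the difference between effects. Among the rows not changed, 6 to 9 were called. All fold changes were simulated together, which makes the adjustment less strict, so these shares do not hold where few rows are called. A list moved by 0.25 was found by all 3 list tests and no other list was called. The simulated rows were independent of each other, so this does not test the lists under correlation between genes. In random regroupings of the real arrays a median of 6 lists passed camera in RMVs, 4 in BMVs and 6 in the difference between effects.

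Alternatives covered the fold change minimum, the rows tested, the normalization between arrays, the arrays in a fit, the variance prior, array weights, Student's t-test, the replicate number as a block, a cell type covariate and leaving out each array. A surrogate variable from limma's wsva, array weights over 24 arrays and leaving out RMV diabetic replicates 1 and 5, which stand apart on the second principal component of the RMV arrays (12.1% of the variance), were added after the data were seen. Arrays with the same replicate number in different groups were compared after subtracting group means: correlations ran from -0.0889 to 0.161 over 24 pairs, 5 of 24 were highest for their own number, and limma's duplicateCorrelation gave -0.0029 across tissues, so the numbers were not taken to pair samples. The qRT-PCR and HUVEC experiments have no deposited values and were left out.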

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

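The tests of clock genes, MHC class II genes and amino acid genes in the first 3 paragraphs, with their marker covariates, were chosen after the results were seen.

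Clock genes moved in opposite groups in diabetic BMVs: over 14 measured clock genes, some of them in Table 2 and so picked on these arrays, each counted with the sign of its phase, the score was 0.514 higher (log2 scale, exact permutation p = 0.00216, the smallest that 6 against 6 allow). A shift of any 1 of the 16 marker scores as the whole cause is argued against, since beside each of them the difference stayed at 0.446 or more, with a permutation p of at most 0.00433. Each score was tested alone, so a joint shift of several cell types, or of one without a list, is not covered. Other hours of sampling, or a shifted phase in the whole animal, remain open, because the score was also higher in diabetic RMVs of the same rats, by 0.136 (exact permutation p = 0.00433). The paper gives a 12-h light cycle but no hours at which the rats were killed. A candidate explanation is that diabetes shifts the clock of brain vessels more than that of retinal vessels. These tests do not part it from a shift of the whole animal, nor from the unlike mix of cells in RMV and BMV isolates.

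Cd74, a gene that the paper's text and tables do not name, passed the limma test in BMVs (log2 fold change -0.73, lower in 6 of 6 arrays, adjusted p = 0.0149). The 9 measured MHC class II genes, a list made because Cd74 had been called and holding it, fell there with a median of -0.47 (6 of 9 below 0, adjusted p = 7.70e-07, and adjusted p = 0.00666 with an estimated correlation), with 5 lower when adjusted over the list alone, among them RT1-Da (-0.63), RT1-Db1 (-0.59) and RT1-Ba (-0.47). Without Cd74 the other 8 had a median of -0.27 (adjusted p = 9.53e-05, and adjusted p = 0.0348 with an estimated correlation), and without RT1-Da too the other 7 had -0.069 (mean -0.246, adjusted p = 0.00560, and adjusted p = 0.112 with an estimated correlation). In RMVs the list did not pass (median -0.049, adjusted p = 0.399), and the effects differed (median difference -0.29, adjusted p = 0.00211, and adjusted p = 0.283 with an estimated correlation). The mean of the 9 genes (-0.343) fell by more than the marker score of perivascular macrophages or of microglia (exact 95% intervals of the difference from -0.409 to -0.0642 and from -0.397 to -0.106). This does not decide whether fewer of these cells are the whole cause. The list was made after Cd74 had been seen to fall and holds it, which enlarges its fall, and each cell type was tested alone. As part of the cause, fewer macrophages or microglia cannot be told apart from lower expression per cell. The intervals of the marker scores themselves, from -0.26 to 0.052 and from -0.254 to 0.105, hold both 0 and the -0.172 that was to count as a part. Both may remain as hypotheses.

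The amino acid response and the cytosolic aminoacyl-tRNA synthetases together (51 genes, 7 of them in Table 1 and so picked on these arrays) were 0.228 higher in diabetic RMVs (exact permutation p = 0.00433). That diabetic replicates 1 and 5, which stand apart on the second principal component of the RMV arrays, are the whole cause is argued against by a difference of 0.203 without them (exact permutation p = 0.0190). Another mix of cells in the isolates cannot be told apart from a change within vessel cells: beside single marker scores the difference stayed at 0.174 or more, but beside the red blood cell score, with a difference of 0.179, the permutation p was 0.0812. In BMVs the same score was 0.0783 higher (exact permutation p = 0.00216). A response of these genes to diabetes in both tissues, larger in RMVs, may remain as a hypothesis.

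The arrays of each comparison were also regrouped at random, with 100 of 462 possible groupings drawn, the real one among them. For the count of rows between nondiabetic RMVs and BMVs chance is excluded (real 19825, highest other 4, as large in 1 of 100). The count of rows called in BMVs was rare among groupings (real 3, highest other 2, in 1 of 100). Chance is not excluded for it, since it is 1 of several counts tested. Of these rows, 1 was left in 7 of the 12 fits that left out 1 array. Nor is chance excluded in BMVs at an unadjusted p under 0.05 (real 2830, highest other 4322, in 8 of 100). With 0 rows called in RMVs (highest other 2) and 0 in the difference between tissues (highest other 1), every grouping calls as many, so these counts test nothing. At an unadjusted p under 0.05 chance is not excluded for either (in RMVs real 2525, highest other 4681, in 10 of 100, and between tissues real 1811, highest other 3488, in 41 of 100). For gene lists past the camera test the BMV count was rare among groupings (real 11, highest other 12, median of the others 4, in 4 of 100). Chance is not excluded there, since another grouping gave more lists and this is 1 of several counts tested. Nor is it excluded in RMVs (real 16, highest other 21, in 13 of 100) or for the difference between tissues (real 11, highest other 20, in 20 of 100). Between nondiabetic tissues the count of lists (real 22, highest other 25, in 7 of 100) decides nothing, because other groupings with unequal parts of the 2 tissues carry the tissue effect themselves. The correlation of the log2 fold changes of the 2 tissues was as far from 0 in 3 of 100 pairs of groupings (real 0.188, highest other 0.255). Both tissues came from the same rats and the drawn pairs do not keep rats matched, so differences among rats that both tissues share are not covered by this test.

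The response to diabetes differed between the tissues for 11 gene lists by camera (median difference of log2 effects, BMV minus RMV), and for none of them with an estimated correlation. Negative differences were found for cytosolic aminoacyl-tRNA synthetases (-0.186, but -0.00714 and adjusted p = 0.0890 for the 14 not picked on these arrays, a test chosen after the results were seen), the amino acid response (-0.0872), and markers of fibroblasts (-0.216, adjusted p = 0.00258), neurons (-0.183, adjusted p = 0.000910) and microglia (-0.30). Positive differences were found for NRF2 target genes (0.145), antioxidant enzymes (0.0741), cholesterol synthesis and uptake (0.134, adjusted p = 0.00326), heat shock proteins (0.157, adjusted p = 0.000910), endoplasmic reticulum stress (0.0744, adjusted p = 0.0115, a call lost in 3 of the 24 fits that left out 1 array) and red blood cells (0.275, adjusted p = 0.00634).

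In 11 of 228 groups of 6 arrays 1 array of a named gene stood far from the other 5, and about 1 in 20 groups, 11.4 here, are expected by chance. The gap to the nearest array, as a part of the range of the group, was in RMVs 0.675 for Gstp1 (diabetic replicate 4), 0.636 and 0.684 for Gpd1 (nondiabetic replicate 2 and diabetic replicate 6), 0.732 for Per2 (nondiabetic replicate 5), 0.644 for Cxcl11 (nondiabetic replicate 5) and 0.777 for Slc1a3 (nondiabetic replicate 6). In BMVs it was 0.70 for Yars (nondiabetic replicate 1), 0.767 for Pdgfra (diabetic replicate 1), 0.629 for Pomc (nondiabetic replicate 4), 0.723 for Mthfd1l (diabetic replicate 4) and 0.681 for Cxcl11 (nondiabetic replicate 6).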

How the results depend on the processing

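The fits with a surrogate variable, those with array weights over all 24 arrays, those without both RMV diabetic replicates 1 and 5, and the 24-array calls in the synthetase test were chosen after the results were seen.

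The number of rows called moved with the setting. In RMVs, with 0 as reported (2525 at an unadjusted p under 0.05), limma gave 2 over rows that pair with 1 gene, 1 over bright rows, 8 with all 24 arrays, 2 with array weights, 2 with the rod marker covariate, 15 with all 24 arrays and weights, 1 with a surrogate variable and 12 with all 24 arrays and a surrogate variable. In BMVs, with 3 as reported, it gave 43 over rows that pair with 1 gene, 13 over bright rows, 29 with all 24 arrays, 8 with a variance trend, 5 with array weights, 27 with all 24 arrays and weights and 35 with all 24 arrays and a surrogate variable. With the replicate number as a block, as if it paired the arrays, BMVs gave 0 (2714 at an unadjusted p under 0.05). The difference between tissues gave 1 row, Asns, over rows that pair with 1 gene, and nondiabetic RMVs against BMVs 11056 over those rows and 10994 over bright rows, against 19825. Fewer rows tested change the adjustment and the total. For the other settings the cause was not tested. At an unadjusted p under 0.05, 336 rows passed in both tissues.

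Between nondiabetic tissues, centring each array on its median moved the median difference of all rows from 0.179 to -0.119 and the calls from 13646 higher and 6179 lower to 5900 higher and 12493 lower, so directions of small tissue differences hold only relative to this shift.

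With an estimated correlation 0 of the 36 gene lists passed in each of the 4 comparisons. This held even for the rod markers between nondiabetic tissues (median log2 difference 7.54, adjusted p = 0.122), so not passing it decides little about a list. With fry 2 passed in RMVs, 2 in BMVs, 34 between nondiabetic tissues and 0 for the difference of effects. The synthetases in RMVs (median 0.26) did not pass with an estimated correlation (adjusted p = 0.222) or fry (adjusted p = 0.0800), and the clock genes in BMVs (median 0.28) did not pass with an estimated correlation (adjusted p = 0.231). Why was not tested beyond the correlation assumed. With the calls of all 24 arrays, 2 synthetases were among the genes called in RMVs.

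Leaving out 1 array gave 0 to 1 rows in RMVs, with 1 without nondiabetic replicate 2 or diabetic replicate 4 (RGD1565166, -0.98 to -1.15, is called without the latter). In BMVs it gave 1 to 5 rows: 1 without nondiabetic replicate 1, 3 or 5 or diabetic replicate 2, 3, 5 or 6, and 5 without diabetic replicate 1. Without any 1 of those 7 arrays Cd74 (-0.78 to -0.68) was not called, and Ciart (0.90 to 1.06) was called in 1 of 12 such fits, without diabetic replicate 1. Pomc (-0.81 to -0.74) was called in all 12, and Mthfd1l (0.69 to 0.86) was called without diabetic replicate 4. The difference between tissues gave 0 to 2 rows, 1 without RMV nondiabetic replicate 3 (Asns, -1.33 to -1.12) and 2 without RMV nondiabetic replicate 4, and 10 to 17 gene lists, 17 without RMV nondiabetic replicate 5 or diabetic replicate 3. Lists that lost their call were in RMVs smooth muscle cells (-0.27 to -0.13, without nondiabetic replicate 3 or 4 or diabetic replicate 1, 5 or 6), endoplasmic reticulum stress (-0.090 to -0.050, without nondiabetic replicate 3 or diabetic replicate 5), NRF2 targets (-0.11 to -0.056, without diabetic replicate 5) and glucocorticoid-induced genes (0.053 to 0.14, without nondiabetic replicate 5). In BMVs they were microglia (-0.14 to -0.036, without nondiabetic replicate 3 or 4 or diabetic replicate 1, 3, 4 or 6), bipolar cells (0.054 to 0.14, without nondiabetic replicate 1, 3 or 4 or diabetic replicate 1 or 6), endothelial cells (-0.10 to -0.068, without nondiabetic replicate 1 or 5), matrix genes (-0.090 to -0.045, without nondiabetic replicate 1 or 2), angiogenesis (-0.061 to -0.017, without nondiabetic replicate 1 or diabetic replicate 2) and heat shock proteins (0.059 to 0.11, without nondiabetic replicate 5 or diabetic replicate 5). The difference for endoplasmic reticulum stress (0.040 to 0.091) lost its call without RMV nondiabetic replicate 3, RMV diabetic replicate 5 or BMV diabetic replicate 5.

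Over 137 gene values and all other settings, 1888 comparisons kept direction and side of the threshold, 9 were weaker, 94 stronger and 9 reversed, and the cause of the reversals was not tested. Igf1r in the difference between tissues went to -0.021 with quantile normalization, -0.0034 with centred medians, -0.0015 with array weights and -0.030 without RMV diabetic replicates 1 and 5. In BMVs Nars went to 0.011 with quantile normalization and 0.014 with the neuron marker covariate, which also took Bcl2 to -0.018 and Asns to 0.028. In RMVs Bhlhe40 went to 0.014 without diabetic replicates 1 and 5. Leaving out 1 array also reversed Igf1r (-0.056 to 0.045), Nars (-0.047 to 0.046), Bcl2 (-0.050 to 0.094) and Asns (-0.099 to 0.019) in these comparisons and Gpd1 in RMVs (-0.051 to 0.0063), all of them without a call. The table gives no background signal, so the limit that dim rows set was seen only through the bright rows, over which the fold changes of the 2 tissues correlated at r = 0.241 against 0.188.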

Differences from the paper's values

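The surrogate variable and the array weights over all 24 arrays were chosen after the values were seen.

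Table 1 lists 40 genes for RMVs (19 higher and 21 lower), fewer than the paper's text gives. At the paper's thresholds limma called 0 rows in RMVs (0 higher and 0 lower), against the paper's 43 (20 higher and 23 lower). None of the alternatives set before the data were examined comes within 1.5 times of any of these 3 counts. The highest, with all 24 arrays, is 8 (5 higher and 3 lower), of which 5 are in Table 1 (Asns, Gars, Mars, Pax4 and RGD1565166). RGD1565166 is also called over rows that pair with 1 gene, together with Asns, over bright rows, with array weights, with the rod marker covariate (beside Art3, also of Table 1), without diabetic replicate 4 and with a surrogate variable. All 24 arrays with weights call 15 rows, 8 of them in Table 1 (Pbx3, Tspan17 and Yars beside those 5), and all 24 arrays with a surrogate variable call 12, 5 of them in Table 1, both chosen after the values were seen.

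Table 2 lists 31 genes for BMVs (19 higher and 12 lower), again fewer than the paper's text gives. In BMVs 3 rows were called (1 higher and 2 lower), against the paper's 35 (22 higher and 13 lower). Within 1.5 times of these are the counts with all 24 arrays, 29 (16 higher and 13 lower), of which 18 are in Table 2, and 2 of the 3 counts over rows that pair with 1 gene, 43 (17 higher, but 26 lower), of which 19 are in Table 2. Over bright rows 13 were called, and the 10 lower among them are within 1.5 times of the paper's. The other alternatives set beforehand stay further off on all 3 counts. Of the genes of Table 2 not called here, both of these fits call Arntl, Dalrd3, Dbp, Fkbp5, Gadd45a, Mthfd1l, Nmur1, Nr4a3, Per2, Slc1a1, Slc28a3 and Stc1. The fit of all 24 arrays also calls Bhlhe40, Cldn1 and Gpd1, among others, and the fit over rows that pair with 1 gene Ccnjl, Col1a1, Fibin, Mmp14 and Nrip2. Bright rows call Dalrd3, Gadd45a, Mthfd1l, Nmur1 and Per2, the variance trend Dalrd3 and Per2, array weights and the t-test Dalrd3, and the fit without diabetic replicate 4 Mthfd1l and Nmur1. All 24 arrays with a surrogate variable call 35 rows (18 higher and 17 lower), the paper's count, a setting chosen after the values were seen that calls 20 of the 31 genes of Table 2, Ccnjl and Nrip2 among them, and drops 11. All 24 arrays with weights, also chosen after, call 27, of which 17 are in Table 2.

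No row was called in both tissues, against the paper's 1 (Slc28a3). The alternatives set beforehand give 0, except an unadjusted p under 0.05 in both, which gives 336 rows, Slc28a3 among them.

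Of the fold changes in Table 1, Rftn2 is 1.18 here against the paper's 1.42, and Slc35f2 is -1.40 against the paper's -1.83. For Rftn2 none of the alternatives closes the gap. For Slc35f2 it closes without nondiabetic replicate 5 (-1.52) and without diabetic replicate 4 (-1.50), and under no other alternative. The negative values of Table 2 lie closer to the ratio of diabetic to nondiabetic minus 2 than to the negative inverse ratio (mean distance 0.0565 against 0.209), while those of Table 1 lie closer to the inverse ratio (0.113 against 0.258). On the scale of the ratio minus 2, Nr3c2 is -1.16 against the paper's -1.27, Col1a1 -1.24 against the paper's -1.41, Gadd45a -1.38 against the paper's -1.46 and Nmur1 -1.41 against the paper's -1.52. The gap closes for Gadd45a with centred medians, array weights and the neuron marker covariate, and without nondiabetic replicate 3 or 5 or diabetic replicate 2 or 4. It closes for Nr3c2 without nondiabetic replicate 2 and for Nmur1 without diabetic replicate 4, and for Col1a1 under none.

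The paper names Nr4a3 as the gene that differs most between RMVs and BMVs. Here Nr4a3 ranks 2 of 18171 by p and 8 by size, with Asns first by p (log2 difference -1.22 against 1.01 for Nr4a3), and it is first by p among the genes with a positive difference.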

Other observations

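The exact permutation tests of list means and the list of MHC class I genes were chosen after the results were seen.

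Slc16a1, which carries lactate and ketone bodies, had a log2 fold change of -0.61 ± 0.14 (SE) in diabetic RMVs (lower in 6 of 6 arrays, exact permutation p = 0.00433) and passed when adjusted over the list alone, and stood at -0.43 ± 0.21 in BMVs. Abcg2, a drug efflux pump, was at 0.61 ± 0.20 in RMVs and 0.67 ± 0.22 in BMVs (higher in 5 and 6 of 6 arrays, exact permutation p = 0.0281 and 0.0216), and did not pass when adjusted over the list alone. The list of tight junctions and barrier transporters did not pass in RMVs (median -0.065, adjusted p = 0.110) or BMVs (median -0.016 with a mean of 0.057, adjusted p = 0.575).

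Genes of endoplasmic reticulum stress fell in diabetic RMVs by a median of 0.077 (18 of 20 below 0, adjusted p = 0.00701, and adjusted p = 0.337 with an estimated correlation), a call lost without nondiabetic replicate 3 or diabetic replicate 5 (medians from -0.090 to -0.050), while the amino acid response rose. MHC class I genes fell in both tissues by camera, with a median of -0.17 in RMVs (10 of 10 below 0, adjusted p = 0.000324, and adjusted p = 0.324 with an estimated correlation) and -0.21 in BMVs (9 of 10 below 0, adjusted p = 0.00688, and adjusted p = 0.487 with an estimated correlation). By exact permutation of the list mean neither fall passed, with an unadjusted p of 0.0952 in RMVs and 0.121 in BMVs. Oxidative phosphorylation did not pass in RMVs (median -0.025, adjusted p = 0.155) or BMVs (median -0.0053 with a mean of 0.0017, adjusted p = 0.942).

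Of the cell type markers in RMVs, these did not pass: endothelial cells (median -0.12, adjusted p = 0.0592), pericytes (-0.042, adjusted p = 0.108), fibroblasts (0.072, adjusted p = 0.311), rods (0.018, adjusted p = 0.881), cones (0.020 with a mean of -0.0059, adjusted p = 0.824), bipolar cells (0.076, adjusted p = 0.209), Müller glia (0.0021, adjusted p = 0.475), astrocytes (0.24, adjusted p = 0.115), oligodendrocytes (0.0014, adjusted p = 0.487), leukocytes (0.032, adjusted p = 0.990), retinal pigment epithelium (-0.23, adjusted p = 0.295), choroid plexus (0.096 with a mean of -0.0015, adjusted p = 0.487) and perivascular macrophages (0.043, adjusted p = 0.540). In BMVs the bipolar cell list rose by a median of 0.075 (7 of 7 above 0, adjusted p = 0.0296, and adjusted p = 0.415 with an estimated correlation), a call lost in 5 of the 12 fits that left out 1 array (medians from 0.054 to 0.14).

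Tested on the mean of each array over a list, by exact permutation adjusted over 36 lists, the amino acid response (difference 0.102) and the circadian clock (0.182) passed in BMVs (adjusted p = 0.0389 for both). In RMVs none passed, with the smallest adjusted p at 0.0648 for the cytosolic synthetases (0.205), the amino acid response (0.242), glucocorticoid-induced genes (0.192), cholesterol synthesis (-0.125), metallothioneins (0.667) and red blood cells (-0.248).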
